A study of Mus musculus with 10 samples. Its data were reported in "Sustained NF-κB activation allows mutant alveolar stem cells to co-opt a regeneration program for tumor initiation" (2025).

How the data were processed

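The data are droplet-based single-cell RNA counts of epithelial cells from the distal mouse lung, sorted by the fluorescent protein that marks their lineage. In Sftpc-CreERT2;R26R-Confetti mice, a Cre recombinase active in alveolar type 2 (AT2) cells makes labelled cells express RFP or YFP, and both colours are wildtype. In Sftpc-CreERT2;Red2Kras mice RFP+ cells are mutant and YFP+ cells of the same lungs are wildtype. Lungs were pooled within each sample. Groups were taken from the labels: Confetti RFP and Confetti YFP with 1 library each, and Red2Kras RFP and Red2Kras YFP at 4 days and at 2 weeks after induction with 2 libraries each, which makes 6 groups over 10 libraries. The labels give the Confetti libraries no time point, but the methods of the study place them at 2 weeks, so 4 days groups differ from Confetti in time as well. The labels assign no library to a preparation or sequencing batch, so batch could not be fitted as a term.

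The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger against GRCm38. The version in the file headers differs from the one in the study's methods, and the labels and the methods name different versions of the chemistry. Cell Ranger had removed empty droplets. No filter on cell quality, doublet removal or normalization is stated for the deposited matrices, and the values were whole numbers from 1 upward. Each matrix lists 31053 gene identifiers, of which 30934 have a position in GENCODE M21 (GRCm38), the source of the coordinates given here. UMIs collapse PCR copies, but cells of 1 library are not independent mice, so the intervals and limits given for single libraries cover counting error only.

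The cell filters, the number of variable genes and the Louvain method were taken from the study's methods, which state no scale factor, components, neighbours or resolution. The study used Seurat, clustered batches apart and then integrated them. Here the steps were written in Python, with igraph for the Louvain method. All libraries were clustered together without integration, since no label gives the batch. Barcodes with fewer than 1000 genes, more than 50000 UMIs or more than 15% mitochondrial UMIs were removed (9152, 119 and 1534 barcodes, which overlap). Mitochondrial genes and genes seen in fewer than 3 cells were dropped, and counts were scaled to 10000 per cell and log-transformed. Louvain clustering at resolution 0.8 used 5000 variable genes, 30 principal components and 20 neighbours (scikit-learn 1.9.0, igraph 0.11.9). Clusters of immune, endothelial, mesenchymal, ciliated or airway secretory cells were discarded and the rest were clustered again. Differences between replicates thus stayed in the clusters. A cluster took the name of the marker list with the highest mean standardised score, provided that at least 3 of its markers were detected in at least 25% of the cells, that its 10 leading genes held no more markers of another list than of its own, and that, for names other than AT2, the score was at least 0.25. The score limit was set after the clusters had been seen. It left no cell unnamed in the main clustering. At resolution 1.5 it left 1 cluster of 1366 cells unnamed (leading genes Fosb and Atf3), which held 3.18% of Confetti RFP cells, 1.93% of Confetti YFP cells and a mean of 4.63%, 2.40%, 2.30% and 6.86% of cells in the Red2Kras groups of 4 days RFP, 4 days YFP, 2 weeks RFP and 2 weeks YFP. No doublets were removed in the main setting, since no doublet caller is stated by the study. The automatic threshold of Scrublet, run in scanpy 1.11.5, called only 58 cells (0.177%). The alternative therefore used the highest Scrublet scores at a rate of 0.8% per 1000 cells, which called 1209 cells (3.70%).

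UMIs of alveolar cells were summed per gene and library. Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) after TMM normalization and filterByExpr, with the 6 groups as coefficients over all 10 libraries, so that the 4 pairs of Red2Kras libraries gave 1 shared estimate of the spread. The Confetti level was the mean of both Confetti coefficients. The study's methods list 1 Confetti preparation, so both libraries may be colours sorted from 1 pool of lungs. The fit counted them as separate libraries, so p-values against Confetti may be too small. The SD given for Confetti means is a spread between colours, which need not cover a spread between pools. Another fit over the 8 Red2Kras libraries compared 4 RFP with 4 YFP libraries with time point as a term. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. Levels are TMM-scaled CPM, the counts divided by the effective library total and set to a common scale, and log2 fold changes are those of the fits. A comparison with no count in one group is given as a lower bound against a floor of 3 counts. The shares of cell states were compared between 4 RFP and 4 YFP libraries by a two-sided exact permutation test of the difference in means, with Benjamini-Hochberg adjustment over the states. Binomial intervals are exact Clopper-Pearson 95% intervals. The share of cells with a UMI of Cd177, Itga2, Il1r1 or Nfkbia was counted with all UMIs and after thinning each cell to 2000 UMIs, and was set beside the share in discarded cell types.

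Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over all lists and comparisons. There were 11 lists of cell type markers (AT2, primed AT2, cycling, DATP, Cd177 mixed, AT1, immune, endothelial, mesenchymal, ciliated and airway secretory) and 7 lists of programmes (NF-kB inhibitors, NF-kB targets, ERK feedback, MHC class II, interferon response, sterol synthesis and dissociation response). The state markers were chosen by the study partly on these libraries and are not independent evidence. Genes named in the text are 23 genes that the study's text names and, for each comparison, up to 5 genes per direction with the largest absolute log2 fold change among those past the threshold whose libraries did not overlap and whose higher group had a mean of at least 20 CPM, ribosomal, mitochondrial, haemoglobin and predicted genes left out. The grouping, tests, gene lists, naming rule and all alternatives but 4 were fixed before the data were examined. Genes outside that rule are marked where they appear. Of the 23 genes, 1 is not reported here.

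Alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0, only the libraries compared, the replicate number as a block, all cells that passed the quality filter, doublets removed, library sums thinned to the smallest library, and each replicate left out. For cell states they were resolutions 0.4 and 1.5, 2000 variable genes, a marker score per cell without clusters, stricter and looser filters, thinned cells and another denominator. For gene lists they were fry and an estimated correlation. After the data had been seen, 4 were added: clustering without marker and study genes, the share of female cells as a covariate, AT2 and primed AT2 cells together, and female cells of replicate 1 only. The test was also run on simulated data with 200 genes changed by a log2 value of 3. It recovered 71.5% to 81% of them in comparisons of pairs of libraries. For the difference of time changes it recovered 47%, and for 4 against 4 libraries 89%. Of the genes it called, 4.27% to 10.9% were false, with 9.14% for 2 weeks RFP against Confetti. At a log2 value of 1.5 it recovered at most 6 of 200 genes in a comparison of single groups and 118 (59%) for 4 against 4 libraries.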

Results

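Single-cell transcriptomes were collected from sorted RFP+ or YFP+ epithelial cells of 10 libraries. The 2 Confetti libraries, 1 RFP and 1 YFP, come from lungs without mutant cells. The 8 Red2Kras libraries come from lungs that hold RFP+ mutant cells beside YFP+ wildtype cells, with 2 libraries for each colour at 4 days and at 2 weeks. The design asks how mutant cells leave the AT2 state over time, and whether wildtype neighbours change with them. Confetti RFP held 5366 barcodes and 19104038 UMIs, and Confetti YFP held 6213 barcodes and 17800185 UMIs. At 4 days, the library labelled RFP replicate 1 held 4811 barcodes and 22057718 UMIs, and RFP replicate 2 held 2144 barcodes and 10742481 UMIs. YFP replicate 1 held 2584 barcodes and 13416240 UMIs, and YFP replicate 2 held 3480 barcodes and 20757607 UMIs. At 2 weeks, RFP replicate 1 held 4859 barcodes and 79927159 UMIs, and RFP replicate 2 held 4429 barcodes and 51687559 UMIs. YFP replicate 1 held 5687 barcodes and 29526133 UMIs, and YFP replicate 2 held 2439 barcodes and 13996242 UMIs.

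Of 42012 barcodes, 32698 passed the quality filters and 29581 were alveolar cells. Immune cells (2420), ciliated cells (262), mesenchymal cells (234) and endothelial cells (201) were discarded, which was 9.53% of the filtered cells. The discarded share ranged from 3.18% in the library labelled 4 days RFP replicate 1 to 42.2% in 2 weeks YFP replicate 2. Depth differed between groups: the median UMIs per alveolar cell were 4003 and 3251 in Confetti RFP and YFP, 15815 and 13385 in the 2 weeks RFP libraries, and between 4729.5 and 6714 in the other six. UMIs summed over alveolar cells ranged from 7344247 in 2 weeks YFP replicate 2 to 71563815 in 2 weeks RFP replicate 1, a 9.74-fold range. Replicates of 1 group differed far beyond sampling noise, with a chi-square per degree of freedom from 44.8 in 2 weeks YFP to 212.2 in 2 weeks RFP, so no pair was counted as 1 library.

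The sex of the pooled mice differed between libraries. Cells with Xist UMIs and none of 4 Y-linked genes were called female, and cells with Y-linked UMIs and no Xist were called male. Every Confetti cell of known sex was female, 3285 and 3227 cells in RFP and YFP. In Red2Kras, replicate 2 of each group was male but for 2 cells or fewer, and replicate 1 was mixed: female cells made up 82.7% (exact 95% interval 81.2 to 84.1) in the library labelled 4 days RFP replicate 1 and 85.1% (83.1 to 87.0) in 4 days YFP replicate 1, against 35.2% (33.6 to 36.9) in 2 weeks RFP replicate 1 and 25.8% (23.9 to 27.6) in 2 weeks YFP replicate 1. Every comparison of Red2Kras with Confetti therefore also compares mouse lines and sexes.

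**Figure D1:**
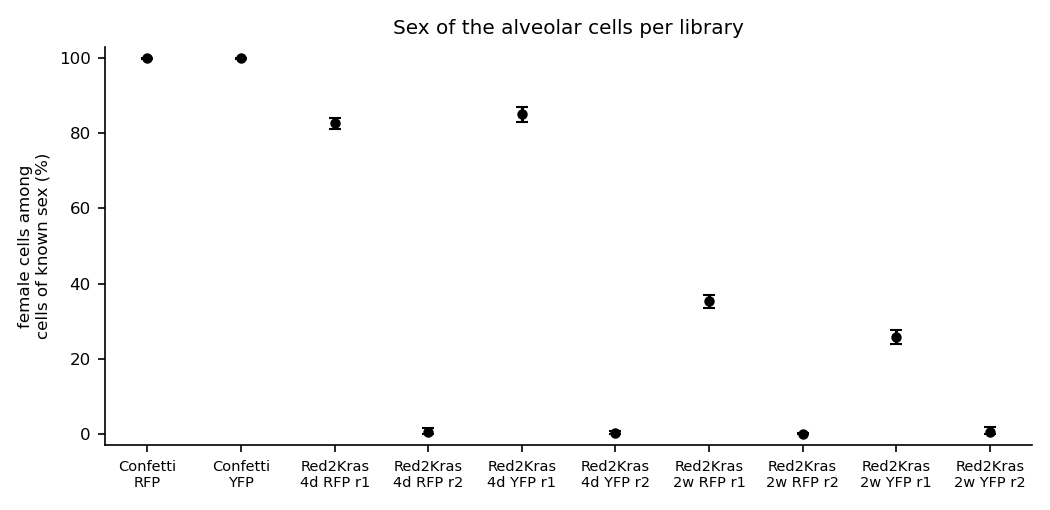
Share of female cells among alveolar cells of known sex (y axis, %) in each library (x axis), with points for libraries and bars for exact 95% binomial intervals. Both Confetti libraries stand at 100%, and replicate 2 of each Red2Kras group stands below 1%.

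Clustering gave 13 clusters, which were named AT2-like, primed AT2-like, cycling-like, DATP-like and Cd177 mixed-like by markers. No cluster was named AT1-like, a state that the study also reports, although some other settings gave such cells. Primed AT2 cells express Lcn2 and Lrg1, DATP cells are damage-associated transient progenitors with Krt8 and Cldn4, and the Cd177 mixed state is named after a surface protein gene. Stress genes led several clusters. The AT2-like cells included a cluster of 1149 cells led by the immediate-early genes Fosb, Atf3 and Egr1. The primed AT2-like cells included a cluster of 3329 cells led by the heat-shock genes Hspa1b, Hspb1 and Hspa1a, of which 83.4% came from 2 weeks YFP replicate 1, a cluster of 1691 cells with Dnajb1 and Hspa1b among its leading genes, of which 86.3% came from 2 weeks RFP replicate 1, and an interferon cluster of 398 cells led by Iigp1 and Isg15. Of the 1599 Cd177 mixed-like cells, 86.4% came from 2 weeks RFP replicate 2. Among the DATP-like cells was a cluster of 370 cells led by the granule protease gene Gzme with Spp1 and Mcpt8.

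In Confetti, 96.3% of RFP cells (95.7 to 96.9) and 96.6% of YFP cells (96.0 to 97.2) were AT2-like, and no cell of 3801 RFP cells was Cd177 mixed-like, which allows a share of up to 0.0789%. The 4 days groups had no common composition. AT2-like cells made up 89.6% of the library labelled 4 days RFP replicate 1 and 3.14% of replicate 2, a mean of 46.4% ± 61.1 (SD, n = 2). They made up 94.7% of 4 days YFP replicate 1 and 1.12% of replicate 2, a mean of 47.9% ± 66.2 (SD, n = 2). At 2 weeks, AT2-like cells made up 4.09% ± 4.05 of RFP and 14.2% ± 5.33 of YFP (SD, n = 2 each). Both means lay below replicate 1 and above replicate 2 of the same colour at 4 days. Primed AT2-like cells reached 78.1% ± 5.52 in 2 weeks YFP, whereas in 2 weeks RFP they were 48.3% of replicate 1 and 4.33% of replicate 2. DATP-like cells were 30.4% ± 13.3 in 2 weeks RFP and 1.73% ± 1.48 in 2 weeks YFP. At 4 days they were 1.13% and 36.3% of the RFP libraries and 0.385% ± 0.208 of YFP. Cd177 mixed-like cells were 4.09% and 49.8% of the 2 weeks RFP libraries. Cycling-like cells were 2.82% and 2.89% of Confetti RFP and YFP, 9.01% ± 4.06 and 7.18% ± 6.47 of RFP and YFP at 4 days, and 12.2% ± 10.5 and 4.64% ± 3.62 at 2 weeks.

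**Figure D2:**
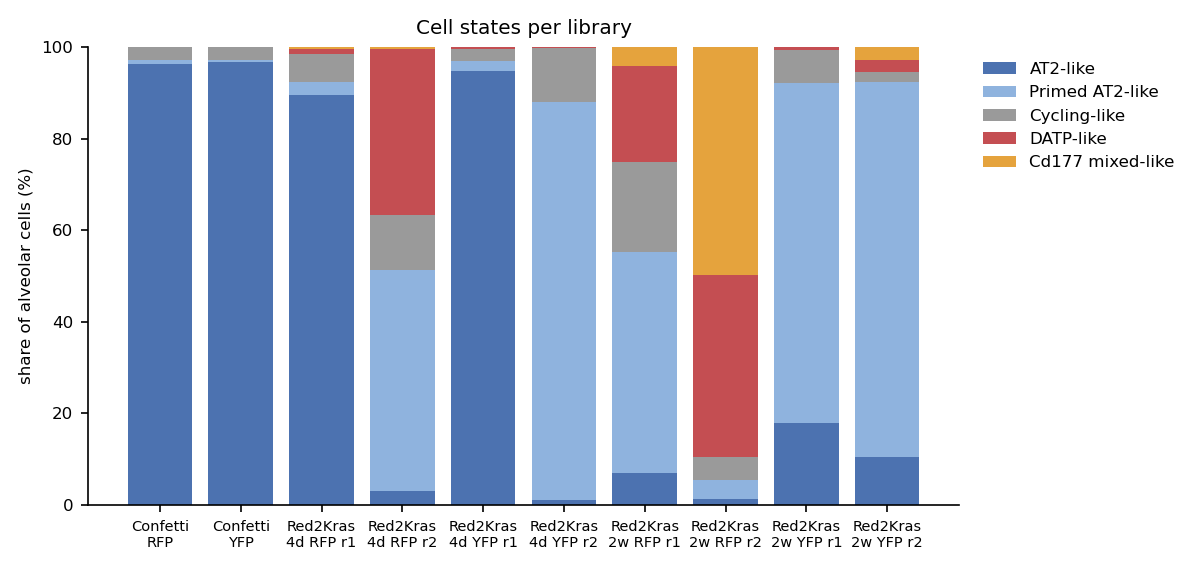
Share of alveolar cells in each state (y axis, %) for each library (x axis), as stacked bars coloured by state. AT2-like cells fill 96.3% and 96.6% of the Confetti bars, and the replicates of each 4 days group differ, with 89.6% and 3.14% AT2-like cells in RFP and 94.7% and 1.12% in YFP.

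Across the 4 RFP and 4 YFP Red2Kras libraries, DATP-like cells were 23.5 percentage points more abundant in RFP (24.6% ± 17.6 against 1.06% ± 1.16, SD, n = 4 each, higher in 15 of 16 pairs of libraries, two-sided exact permutation p = 0.0571, adjusted 0.286). Cd177 mixed-like cells were 13.0 points more abundant (exact p = 0.171, adjusted 0.357, 14 of 16 pairs), a difference that fell to 0.914 points without 2 weeks RFP replicate 2. Primed AT2-like cells were at 25.9% ± 25.8 in RFP and 61.3% ± 39.8 in YFP, a difference of -35.4 points (exact p = 0.229, adjusted 0.357, RFP higher in 4 of 16 pairs). Cycling-like cells differed by 4.72 points (exact p = 0.286, adjusted 0.357, 12 of 16 pairs), and by 1.71 points without 2 weeks RFP replicate 1. AT2-like cells differed by -5.82 points (exact p = 0.571, 6 of 16 pairs), and without 4 days YFP replicate 1 the difference was 15.4 points. None of the 5 differences passed the adjusted threshold, and the smallest p that 4 against 4 libraries allow is 0.0286. With each cell named by its marker score, DATP-like and Cd177 mixed-like cells differed by 20.5 and 11.3 points, each at exact p = 0.0286 and adjusted p = 0.0857. Over all alternatives the exact p ranged from 0.0286 to 0.114 for DATP-like and from 0.0286 to 0.457 for Cd177 mixed-like cells, and the adjusted p from 0.0857 to 0.571 for each. Within 1 time point, 2 against 2 libraries cannot give a p below 0.05, so only means are given there.

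Cd177 UMIs were present in 9.76% ± 3.02 of 2 weeks RFP cells (SD, n = 2), 0.703% ± 0.827 of 2 weeks YFP cells and 0.352% ± 0.194 of 4 days RFP cells. They were seen in no cell of Confetti or of 4 days YFP, which allows shares of up to 0.0789% and 0.0760% in Confetti RFP and YFP and 0.178% and 0.102% in the 4 days YFP libraries. Discarded immune cells, with a median of 7071 UMIs, had Cd177 in 0.744% of cells. The mean shares in 2 weeks YFP and 4 days RFP lay below this, although 2 weeks YFP replicate 2 alone had 1.29% (0.688 to 2.19). Immune cells may express Cd177 themselves, so their share is an uncertain background and does not decide whether those means are stray UMIs. At least 2 Cd177 UMIs were present in 0.470% ± 0.597 of 2 weeks YFP cells and 0.255% ± 0.133 of 4 days RFP cells (SD, n = 2 each). Thinning each cell to 2000 UMIs lowered the share in 2 weeks RFP to 4.11% ± 1.44, against 0.414% of immune cells. Itga2 UMIs were present in 31.2% ± 6.75 of 2 weeks RFP cells and 1.71% ± 1.65 of 2 weeks YFP cells, against 1.16% of immune cells. After thinning these were 14.7% ± 3.38 and 0.812% ± 0.813. At 4 days, RFP libraries had Itga2 in 13.1% ± 17.0 of cells. For Il1r1 the depth decided the result: with all UMIs the share was 14.6% ± 1.32 in 2 weeks RFP, 6.58% ± 0.472 in 2 weeks YFP, and 7.71% (6.88 to 8.60) and 6.08% (5.36 to 6.88) in Confetti RFP and YFP, but after thinning it was 2.35% ± 0.354, 2.44% ± 0.0560, 3.93% and 3.88%, against 0.372% of immune cells. Nfkbia UMIs were present in 64.4% ± 14.7 of 2 weeks RFP cells, 41.8% ± 11.3 of 2 weeks YFP cells, and 41.0% and 39.3% of Confetti RFP and YFP cells, but after thinning in 26.5% ± 9.29, 20.8% ± 10.7, 27.9% and 28.6%. Immune cells express this gene (61.4% with all UMIs) and give no background for it.

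Counts summed over alveolar cells were compared between mutant and wildtype cells of Red2Kras lungs. Of 13782 genes tested with edgeR, 0 passed an adjusted p of 0.05 between RFP and YFP at 4 days (779 at an unadjusted p under 0.05, smallest adjusted p 0.811) and 0 at 2 weeks (2252 unadjusted, smallest adjusted p 0.0523). Over both time points, 0 of 13210 genes passed (2858 unadjusted, smallest adjusted p 0.0581). These counts moved most without the filter on low counts, to 497, 1382 and 1934 genes. The comparison over both time points rested on 1 library: without the library labelled 4 days RFP replicate 1, 1447 genes passed. It also rested on the model, since with the replicate number as a block 921 genes passed (567 higher, 354 lower). No label says that libraries of the same number share lungs, so the block was not the main model. The differences between replicates did correlate between colours (0.605 at 4 days, 0.692 at 2 weeks), so colours may be paired within a time point. The block was 1 term for both times, and no fit paired the colours within each time. The counts of 0 thus hold for a model without pairing. Libraries did not overlap for 31.7% of genes at 4 days and 53.4% at 2 weeks, where chance gives 33.3%, and for 9.15% over both time points, where chance gives 2.86%.

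Among the 23 genes named by the study, none passed the threshold over all genes between RFP and YFP in the main model, which has no block for the replicate number. Counts adjusted over the list alone were 12 at 4 days, 6 at 2 weeks and 13 over both time points. The study's text names these genes partly on the basis of these samples, so the counts are not independent evidence. Over both time points, Areg rose by a log2 value of 1.71 (SE 0.270, adjusted p = 0.0685), from 222.0 CPM ± 99.0 in YFP to 754.7 CPM ± 399.8 in RFP (SD, n = 4 each). Krt8 rose by 1.26 (SE 0.246, adjusted p = 0.0810), from 338.8 CPM ± 66.7 to 871.2 CPM ± 423.4. Pdpn rose by 2.11 (SE 0.346, adjusted p = 0.0685), Cldn4 by 3.71 (adjusted p = 0.0860) and Spp1 by 5.09 (SE 1.22, adjusted p = 0.0875). Sftpc changed by -0.995 (SE 0.321, adjusted p = 0.126). Tonsl had 636 UMIs in all libraries and overlaps Vps28 (41563 UMIs) on the same strand, so its level is uncertain.

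**Figure D3:**
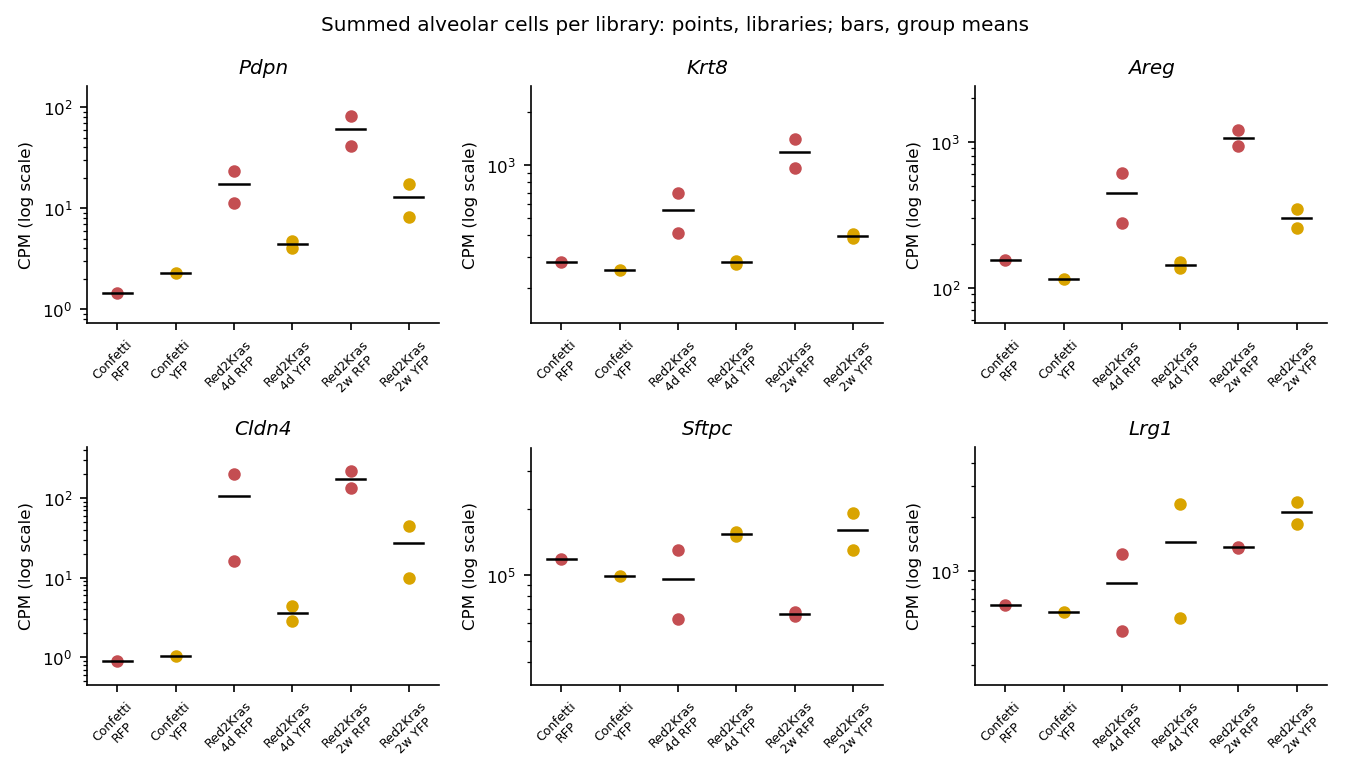
Level of 6 genes (y axis, CPM on a log scale) in each group (x axis), with points for libraries and bars for group means. Krt8 and Areg lie higher in 2 weeks RFP (1189 and 1066 CPM) than in 2 weeks YFP (396 and 302 CPM).

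Against Confetti, 734 genes changed in 2 weeks RFP (471 higher, 263 lower, 4285 at an unadjusted p under 0.05), with a median absolute log2 fold change of 2.30, which was also 2.30 with the 48 genes without a count in one group set at their bounds. Without 2 weeks RFP replicate 1 the median was 2.53 and without replicate 2 it was 2.01. No gene passed in 4 days RFP (1213 unadjusted, smallest adjusted p 0.0523). In 4 days YFP 4 genes passed (2 higher, 2 lower, 253 unadjusted), and in 2 weeks YFP 6 passed (3 higher, 3 lower, 774 unadjusted). Their median absolute log2 fold changes were 6.80 and 8.57, or 6.58 and 8.01 with genes without a count at their bounds. All 3 nonzero counts depended on the cells summed: with discarded cell types included they were 0, 0 and 0 (3073, 177 and 708 unadjusted). Chance gives libraries that do not overlap for 33.3% of genes, and the observed shares were 73.7% in 2 weeks RFP, 49.3% in 4 days RFP, 34.7% in 4 days YFP and 52.2% in 2 weeks YFP. Of the study's 23 genes, 11 passed over all genes in 2 weeks RFP and 15 when adjusted over the list alone. These were 0 and 12 in 4 days RFP, 0 and 0 in 4 days YFP, and 0 and 10 in 2 weeks YFP.

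The genes with the largest rise in 2 weeks RFP against Confetti included several that Confetti lacked. Gzme (ENSMUSG00000022156, chromosome 14, 56117626 to 56120625) reached 381.2 CPM ± 261.6 (SD, n = 2), at least 4044-fold higher (adjusted p = 0.0340). Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) reached 323.2 CPM ± 30.9, at least 3429-fold higher (adjusted p = 0.0291). Mcpt2 (chromosome 14, 56042041 to 56044642) was at least 589.3-fold higher (adjusted p = 0.0471), with 105.4 CPM in replicate 1 and 5.70 CPM in replicate 2. Ctse (chromosome 1, 131638306 to 131675505) was at least 503.5-fold higher (adjusted p = 0.0441). Spp1 (chromosome 5, 104435118 to 104441050) rose from 0.161 CPM ± 0.143 to 1475 CPM ± 580.5, a log2 fold change of 13.44 (SE 2.23, adjusted p = 0.0363). These genes were also above Confetti in 2 weeks YFP, although none passed the threshold there. Gzme, Dlk1, Mcpt2, Ctse and Spp1 had means of 50.8, 34.1, 6.50, 6.91 and 115.5 CPM in that group. Gzme and Mcpt2 have close paralogs on chromosome 14, so reads may be shared between family members, and the same holds for Cyp2b10.

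The genes with the largest fall were Pon1 (ENSMUSG00000002588, chromosome 6, 5168090 to 5193946), from 92.9 CPM ± 20.1 to 0.827 CPM ± 0.720 (log2 fold change -6.73, SE 1.54, adjusted p = 0.0469), and Gpx3 (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377), from 87.3 CPM ± 0.491 to 1.12 CPM ± 0.928 (log2 fold change -6.23, SE 0.974, adjusted p = 0.0360). Ccnb1ip1 (chromosome 14, 50789248 to 50807732) changed by -6.06 (adjusted p = 0.0474), Cyp2b10 (chromosome 7, 25897620 to 25926624) by -4.74 (adjusted p = 0.0329) and Cst8 (chromosome 2, 148798785 to 148805595) by -4.17 (adjusted p = 0.0444). Gpx3 was also at 0.515 CPM ± 0.585 in 4 days RFP, 1.15 CPM ± 1.35 in 4 days YFP and 4.52 CPM ± 0.414 in 2 weeks YFP, so its low level was not limited to mutant cells. The means of Pon1, Ccnb1ip1, Cyp2b10 and Cst8 in 2 weeks YFP were 9.86, 3.99, 15.5 and 39.0 CPM. These too lay below Confetti (92.9, 59.7, 33.7 and 135.9 CPM), although none passed the threshold there. Among the study's genes, Krt8 rose by 2.15 (SE 0.355, adjusted p = 0.0363), Areg by 3.00 (SE 0.432, adjusted p = 0.0331), Pdpn by 5.07 (SE 0.590, adjusted p = 0.0225), Cldn4 by 7.48 (SE 1.38, adjusted p = 0.0417) and Cd38 by 5.24 (SE 0.741, adjusted p = 0.0331). Ereg (7.79, adjusted p = 0.0331) and Hmga2 (7.73, adjusted p = 0.0467) also passed. Cd177 was at least 404.6-fold higher (adjusted p = 0.0417). Itga2 had 1 UMI in Confetti and was 3756-fold higher, with a counting interval of 674 to 1.484e+05 (adjusted p = 0.0444). Axin2 (log2 fold change -2.24, SE 0.536, adjusted p = 0.0502), Sox9 (5.50, adjusted p = 0.0642), Hopx (2.60, adjusted p = 0.119) and Sftpc (-0.70, adjusted p = 0.314) did not pass. Nor did Lcn2 (1.13, adjusted p = 0.210), Lrg1 (1.13, adjusted p = 0.279), Il1r1 (-0.76, adjusted p = 0.25), Mki67 (0.72, adjusted p = 0.421), Ager (0.11, adjusted p = 0.888), Tonsl (-0.12, adjusted p = 0.888) or Nfkbia (-0.00, adjusted p = 0.997).

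The few genes that changed in wildtype cells against Confetti were Y-linked or low in all of Red2Kras. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had no UMI in Confetti and was at least 256.9-fold higher in 4 days YFP (24.2 CPM ± 15.8, adjusted p = 0.0295) and at least 399-fold higher in 2 weeks YFP (37.6 CPM ± 8.98, adjusted p = 0.0309). Eif2s3y (chromosome Y, 1010543 to 1028847) was at least 289.7-fold higher in 2 weeks YFP (adjusted p = 0.0452). The other genes were looked up after their values were seen. Uty had 2 UMIs in Confetti and was 161.2-fold higher in 4 days YFP (counting interval 44.2 to 1338, adjusted p = 0.0450) and 303.6-fold higher in 2 weeks YFP (83.7 to 2513, adjusted p = 0.0317). These 3 genes have X-linked homologs, with which reads may be shared. Pdlim4 (chromosome 11, 54054928 to 54069014) and D930048N14Rik (chromosome 11, 51650954 to 51657681) were lower at both times, with adjusted p-values of 0.0295 and 0.0450 at 4 days and 0.0317 and 0.0444 at 2 weeks. Slc7a8 (chromosome 14, 54722209 to 54781946) had 1 UMI in 2 weeks YFP, 0.00383 of the Confetti level with a counting interval of 9.65e-05 to 0.0215 (adjusted p = 0.0317).

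Change with time was tested within each colour. Between 2 weeks and 4 days, 0 genes passed in RFP (1530 at an unadjusted p under 0.05, smallest adjusted p 0.0542) and 0 in YFP (229 unadjusted, smallest adjusted p 0.357). The difference between both time changes gave 0 genes (212 unadjusted, smallest adjusted p 1.00). Of the study's genes, 4 in RFP, 4 in YFP and 0 for the difference passed when adjusted over the list alone. Libraries of the 2 times did not overlap for 42.4% of genes in RFP and 24.1% in YFP, where chance gives 33.3%.

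Restricted to AT2-like cells, the 2 weeks RFP and YFP groups could not be tested, since only 1 RFP library held at least 50 such cells. In 2 weeks YFP against Confetti, 79 of 12305 genes differed within AT2-like cells (62 higher, 17 lower, 418 at an unadjusted p under 0.05), with a median absolute log2 fold change of 2.19. This count rested on 1 library, since without 2 weeks YFP replicate 1 (758 AT2-like cells) the median along the called direction was 0.04 and 51.9% of the 79 genes kept their sign. That library gave 47.5% of the 1149 AT2-like cells in the cluster led by Fosb, Atf3 and Egr1. At resolution 1.5, where the cluster led by Fosb and Atf3 stayed unnamed, it held 198 AT2-like cells and 32 genes differed. A difference between AT2-like cells was thus not separated from the share of cells in that cluster. The marker score per cell moved the count most, to 6 genes.

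Gene lists were compared over 179 pairs of a list and a comparison. With the preset correlation of camera, 70 passed an adjusted p of 0.05 (48 higher, 22 lower, 78 at an unadjusted p under 0.05). Of these, 1 also passed under the rotation test fry, and 0 under an estimated correlation (16 unadjusted). That list was ERK feedback between RFP and YFP over both time points, with a median log2 fold change of 0.82 and 10 of 12 genes higher (fry adjusted p = 0.0214, camera adjusted p = 1.85e-06). The camera values below hold only under the preset correlation. ERK feedback was also higher in RFP at 4 days (0.75, 11 of 12 genes, adjusted p = 8.66e-08) and at 2 weeks (1.04, 10 of 12, adjusted p = 0.000578). The DATP list was higher in RFP than YFP at 4 days (median 3.57, 8 of 8 genes, adjusted p = 8.76e-10), at 2 weeks (2.33) and over both times (2.82). The Cd177 mixed list was higher over both times (2.26, 5 of 5 genes, adjusted p = 1.23e-05). The AT2 list (-0.90, 9 of 9 genes, adjusted p = 1.32e-06) and the sterol synthesis list (-0.79, 8 of 8 genes, adjusted p = 6.95e-07) were lower. The DATP and Cd177 mixed lists passed in 8 of 10 comparisons each, all higher, and the AT2 list in 8, all lower. In wildtype cells against Confetti, the DATP and Cd177 mixed medians were 1.90 and 2.56 in 2 weeks YFP, and 0.380 and 0.564 in 4 days YFP.

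The interferon response list was higher than in Confetti in all 4 Red2Kras groups, with medians of 2.16 in 4 days YFP (9 of 9 genes, adjusted p = 2.61e-11), 2.12 in 2 weeks YFP, 1.56 in 4 days RFP and 1.70 in 2 weeks RFP. The primed AT2 list was higher than Confetti in 4 days YFP (1.13, 6 of 6 genes, adjusted p = 4.21e-05) and 2 weeks YFP (1.57, 6 of 6 genes, adjusted p = 3.70e-07), and passed in 6 of 10 comparisons (4 higher, 2 lower). The dissociation response list was higher in 2 weeks YFP than in Confetti (1.88, 10 of 10 genes, adjusted p = 3.09e-07) and passed in 5 comparisons, all higher. NF-kB targets passed in 6 comparisons (all higher, smallest adjusted p 0.000694), MHC class II in 4 (1 higher, 3 lower, 0.0119), AT1 in 5 (all higher, 0.000138), cycling in 3 (2 higher, 1 lower, 0.00230) and airway secretory in 3, all lower (5.67e-05). NF-kB inhibitors (0.375), immune (0.0949), endothelial (0.373), mesenchymal (0.194) and ciliated (0.408) passed in none, the last 3 with at most 3 genes tested. Under fry, however, the mesenchymal list of 2 genes passed between RFP and YFP at 2 weeks and between times in RFP (adjusted p = 0.0214 each).

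Changes of mutant and wildtype cells were compared across genes at 2 weeks, each colour against the Confetti library of its own colour. Over 7060 genes with a mean of at least 10 CPM, the log2 fold changes correlated with Pearson r = 0.830, and 74.6% had the same sign. Simulated unchanged groups gave a median r of 0.00782 (-0.0538 to 0.0807 over 100 simulations). These simulations drew every library independently. The Confetti libraries may come from 1 pool, and replicate differences at 2 weeks correlated at 0.692 between colours. Unchanged groups could thus correlate above the simulated range, and with a shared control they gave a median of 0.521. Female cells of replicate 1 alone, a comparison added after the data were seen, gave r = 0.780. Genes are not independent replicates, and both colours differ from Confetti in mouse line, so the correlation does not separate a shared change from a difference between lines.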

Values the study reported

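The study reported 29,563 single-cell profiles. It put the share of RFP+ cells in the AT2 state at 10% by 2 weeks, against 94% in Confetti controls.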

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

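Among the tests in this part, the exchange of labels with the YFP library, the comparison in female cells, both tests of Cd177 mixed-like cells and the use of the rotation test (which had been fixed before for gene lists in general) on the 3 lists below were chosen only after the result was seen.

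In 4 of 16 groups of 4 libraries, 1 library lay farther from the rest than the 95% limit of Dixon's test, which chance passes in about 1 of 20 groups. AT2-like cells made up 89.59% of the library labelled 4 days RFP replicate 1, against 1.23% to 6.96% of the other RFP libraries. Primed AT2-like cells made up 2.13% of 4 days YFP replicate 1, against 74.2% to 86.8% of the other YFP libraries. Cd177 mixed-like cells made up 49.82% of 2 weeks RFP replicate 2, against at most 4.09% of the other RFP libraries, and 2.775% of 2 weeks YFP replicate 2, against at most 0.0681% of the other YFP libraries.

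The library labelled 4 days RFP replicate 1 lay close to the wildtype libraries in cell states. Sequencing depth was argued against: after thinning each cell to 2000 UMIs, replicates 2 and 1 still differed by 36.78 percentage points in DATP-like cells, against 35.2 with all UMIs. An exchange with 4 days YFP replicate 1 was argued against too, since that library held 0.5325% of DATP-like and Cd177 mixed-like cells, fewer than the 1.51% of the RFP library. A single wrong label or a different efficiency of recombination was not tested. RFP+ cells are mutant by the design. A pool in which only 1 lung held mutant cells may thus account for it only if some sorted cells were not mutant. Whether such cells were present was not tested directly. Of the sexed cells of this library in clusters made mostly of RFP cells, 32.14% were female (18 of 56, exact 95% interval 20.3 to 46.0), against 83.7% of its other cells (Fisher's exact p = 3.17e-17). Such clusters held 7.85% of its male cells and 0.779% of its female cells. Some of its female cells did lie in the mutant clusters, so a pool with 1 mutant lung and a weak response of all cells cannot be told apart.

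Both 4 days replicates differed in both colours, and replicate 1 was mostly female while replicate 2 was male. Sex as the cause was argued against by the wildtype cells: across autosomal genes in 4 days YFP replicate 1, the slope of the difference between male and female cells on the difference between replicates was -0.01921 (r = -0.0535). In the library labelled 4 days RFP replicate 1 the slope was 0.201 (r = 0.525). The preparation day of each library is in no label, so a difference between days stays open, as does a difference between the pooled animals. The excess of Cd177 mixed-like cells in 2 weeks RFP replicate 2 over replicate 1 was 45.7 points. Doublets were argued against, since it was 50.54 points with doublets removed. The naming of whole clusters may account for much of it, as with each cell named by its marker score the excess was 14.24 points (14.5% and 28.8%), and Cd177 UMIs were present in 7.62% and 11.9% of the cells of replicates 1 and 2. For the rest, a difference between days or between the pooled animals stays open.

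YFP cells of 2 weeks lay in clusters made mostly of RFP cells, 97 in replicate 1 (2.30%) and 59 in replicate 2 (5.85%), which is where the 2.775% of Cd177 mixed-like cells came from. Index hopping was argued against, since 1 of these 156 cells shared its barcode with an RFP library of 2 weeks (0.641%, against 0.492% of 5078 other YFP cells, Fisher's exact p = 0.546). Doublets of a YFP and an RFP cell were also argued against: 4.487% of these cells were called doublets, against 3.16% of RFP cells in the same clusters and 3.90% of other YFP cells (Fisher's exact p = 0.349), and Sftpc was at 59012 CPM, below the 64222 CPM of the RFP cells and the 142700 CPM of other YFP cells. Their Spp1 level was 1416 CPM, against 2286 CPM in RFP cells of these clusters and 5.50 CPM in other YFP cells. Impurity of the sort and a wildtype response to mutant neighbours may both place such cells there, and no test separated them.

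Male cells were seen in data outside the main comparisons, at 61.47% of the Red2Kras cells of known sex (8298 male and 5202 female) and in no Confetti cell (limit 0.0461% of 6512 cells, with 2 cells holding both kinds of UMI). Sex was therefore tested as a cause of the 734 genes that differed between 2 weeks RFP and Confetti. In female cells of 2 weeks RFP replicate 1, the median log2 fold change along the called direction over 703 autosomal genes was 2.198, against 1.99 in all cells and 1.89 in male cells of that library, and 100% kept their direction, so sex was argued against as the whole cause. Mouse line and preparation day were not separated from the mutation in this comparison.

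Of 18 lists, 3 differed in their change with time between RFP and YFP by the interaction contrast: AT2 (median log2 value -0.60, 8 of 9 genes, adjusted p = 0.04127), cycling (1.07, 6 of 6 genes, adjusted p = 0.02068) and AT1 (0.66, 7 of 7 genes, adjusted p = 0.0354). Sequencing depth was argued against, since 3 of 3 lists passed after the library sums were thinned (adjusted p = 0.0450, 0.0272 and 0.0252). Correlation between the genes of a list may produce such calls: in the rotation test, which makes no assumption of a preset correlation, the smallest unadjusted p of the 3 lists was 0.4535. Whether the library labelled 4 days RFP replicate 1 was out of place cannot be told apart from a biological difference, since 2 of 3 lists kept their sign and at least 50% of their size without it, whereas AT2 went to 0.13. Cycling went to -0.04 without 4 days YFP replicate 2, and AT1 to -0.33 without 2 weeks RFP replicate 2. Each of the 3 lists thus reversed in 1 of 8 fits that each left out 1 library.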

How the results depend on the processing

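The share of female cells as a covariate, AT2 and primed AT2 cells together, clustering without marker and study genes, and female cells of replicate 1 only were tests chosen only after the results were seen. For each change below, the cause was not tested unless one is given. Counts of changed genes are listed for RFP against YFP at 4 days and at 2 weeks, 2 weeks against 4 days in RFP and in YFP, 4 days RFP, 2 weeks RFP, 4 days YFP and 2 weeks YFP against Confetti, the difference of time changes, and RFP against YFP over both times.

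Without the filter on low counts these were 497, 1382, 701, 189, 822, 3254, 134, 538, 50 and 1934 genes, against 0, 0, 0, 0, 0, 734, 4, 6, 0 and 0 with it. DESeq2 gave 106, 467, 134, 18, 266, 2224, 12, 102 and 1286 genes, with the difference of time changes as before. With only the libraries compared, 1 gene changed with time in YFP, and 2303, 2 and 482 genes differed from Confetti in 2 weeks RFP, 4 days YFP and 2 weeks YFP. With discarded cell types included, the 3 counts against Confetti that had not been 0 became 0 (3073, 177 and 708 unadjusted). RLE size factors gave 1 gene between RFP and YFP at 2 weeks. Removing doublets gave 1 gene there, 1 with time in RFP, and 3 in 2 weeks YFP against Confetti. Thinning the library sums to the smallest library gave 1 gene between RFP and YFP at 2 weeks, 1 with time in RFP, 1, 2 and 3 in 4 days RFP, 4 days YFP and 2 weeks YFP against Confetti, and 7 over both times. The replicate number as a block gave 921 genes over both times. Same-numbered libraries need not share an animal or a day, since the labels say only that they share a number, although the differences between replicates 2 and 1 correlated across 4733 genes at 0.605 between colours at 4 days and 0.692 at 2 weeks (0.139 to 0.464 across times). The covariate gave 128 genes between RFP and YFP at 2 weeks, 1 with time in RFP, 4 and 11 in 4 days and 2 weeks RFP against Confetti, and 1137 over both times. Confetti is wholly female, so the covariate takes up part of the difference from it.

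Over the 8 fits that each left out 1 library, RFP against YFP over both times gave from 0 to 1447 genes: 1447 without the library labelled 4 days RFP replicate 1, 7 without 4 days RFP replicate 2, 5 without 2 weeks YFP replicate 2 and 0 in the others (2064 to 2698 unadjusted). For the 6 genes of 2 weeks YFP the median log2 value went from 8.57 to 9.75 and 8.60 without replicates 1 and 2, and for the 4 genes of 4 days YFP from 6.80 to 7.08 and 6.39.

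AT2-like cells of 2 weeks RFP and YFP could be compared only together with primed AT2-like cells, which gave 16 genes, all higher in RFP (1711 unadjusted). For 2 weeks YFP against Confetti, the 79 genes of AT2-like cells became 9 with DESeq2, 32 at resolution 1.5, 6 with the marker score and 7 with primed AT2-like cells included.

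The difference in AT2-like cells between RFP and YFP ranged from -27.3 to 15.4 points when 1 library was left out. Against -5.82 points with all libraries, it reversed to 1.54 without 4 days RFP replicate 2, 0.267 and 2.18 without 2 weeks RFP replicates 1 and 2, and 15.4 without 4 days YFP replicate 1. The differences in DATP-like, Cd177 mixed-like, cycling-like and primed AT2-like cells kept their direction, at 18.4 to 31.3, 0.914 to 17.4, 1.71 to 6.67 and -55.1 to -26.8 points. No setting gave an adjusted p under 0.05 for a state. Clustering without marker and study genes gave 23.6 points for DATP-like cells (exact permutation p = 0.0571), against 23.5. Thinned cells gave no Cd177 mixed-like cluster and so no value for it. AT1-like cells, absent from the main clustering, had means of 4.54% in RFP and 1.25% in YFP libraries at resolution 1.5. These were 2.96% and 0.0714% with the looser filter, and 10.9% and 10.2% with the marker score. At resolution 1.5 the larger AT1-like cluster (476 cells, 89.5% from 2 weeks RFP replicate 2) was led by Hopx, also a leading gene of a DATP-like cluster in the main clustering.

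Against 70 gene list calls, fry gave 3 (1 shared), an estimated correlation 0 (16 unadjusted) and the block 43, where fewer tests could be made (40 were called on these tests without it). The correlation between mutant and wildtype changes was 0.854 with the mean of both Confetti libraries (simulated unchanged groups then gave 0.521, since the control is shared), 0.780 in female cells, and 0.781 to 0.786 without replicate 1 or 2 (0.771 and 0.806 over genes of at least 100 CPM, against 0.828 with both). Itga2 was seen in 23.5% of 2 weeks RFP cells with at least 2 UMIs and in 14.7% after thinning to 2000 UMIs, against 31.2%, so this share depends on depth.

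Of 174 values of the main results under other alternatives, 121 were kept, 15 became weaker, 34 stronger and 4 moved by more than their spread. Of their 54 values without 1 library, 45 were kept, 3 became stronger, 2 moved and 4 reversed. A count was kept if it stayed within 1.5-fold. For differences in the share of a state, kept means only that the sign held, as none passed the threshold in any setting. The Cd177 mixed-like difference counted as kept although it fell from 13.0 to 0.914 points without 2 weeks RFP replicate 2. Of 330 values of single genes and states, 261 were kept and 69 moved, and of their 1292 values without 1 library, 1029 were kept and 263 moved. With 2 libraries per group the depth of replication limits the gene tests for smaller changes. In simulated data, changes of a log2 value of 1.5 were recovered for at most 6 of 200 genes in comparisons of single groups. At a log2 value of 3, 143 to 162 of 200 genes were recovered in these comparisons, and 94 for the difference of time changes. For genes that vary independently with the fitted spread, the number of libraries alone therefore does not account for a lack of calls among changes of that size. The simulation held no shifts of cell states that move many genes together. At 4 days the DATP list had a median log2 value of 3.565 between RFP and YFP, yet no gene passed. For genes that follow the cell states the simulation decides nothing.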

Other observations

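In this part, the splits of the libraries, the comparison in female cells and the simulated copies of cells were tests chosen only after the result was seen.

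The comparison of 4 RFP with 4 YFP libraries gave 0 genes past the threshold (2858 unadjusted). All 35 of the 35 splits of the 8 Red2Kras libraries into 4 against 4 gave as many, which any split must beside a count of 0, so this count decides nothing. Only 2 splits gave any gene past the threshold. The one with 304 genes (2810 unadjusted) set the library labelled 4 days RFP replicate 1, both 4 days YFP libraries and 2 weeks YFP replicate 1 against the rest. The split by replicate number gave 1 gene (1767 unadjusted). The unadjusted count was highest in the real split, but 2810 and 2623 in the next 2, which both put the library labelled 4 days RFP replicate 1 with 3 YFP libraries. The split by time gave 860. With the replicate number as a block the real split gave 921 genes, and the other splits were not tested with it.

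The share of AT2-like cells among 2 weeks RFP cells was 4.09% ± 4.05 (SD, n = 2) of alveolar cells. That is lower than the value quoted from the study above.

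Slc7a8, Pdlim4 and D930048N14Rik, chosen after their values were seen, were lower in all 8 Red2Kras libraries than in both Confetti libraries, which includes YFP and RFP cells at both times. Sex of the pooled mice was argued against: in female cells of Red2Kras replicate 1 the highest of the 3 genes stood at 20.23% of its level in Confetti cells (Pdlim4, 4.37 against 21.6 CPM), with Slc7a8 at 0.0709 against 8.32 CPM and D930048N14Rik at 1.28 against 30.3 CPM. A strain difference carried in chromosome segments may account for them, since Pdlim4 and D930048N14Rik both lie on chromosome 11 and 4 further genes, also chosen after their values were seen, lie within 1 Mb of one of the 3 and were set apart in both Confetti libraries. Lower in all 8 Red2Kras libraries were Gpx3 near Pdlim4 (87.3 against a mean of 1.82 CPM), Col23a1 near D930048N14Rik (10.5 against 3.05 CPM) and Mhrt near Slc7a8 on chromosome 14 (8.27 against 0.165 CPM), but Ajuba, also near Slc7a8, was higher (2.40 against 7.36 CPM). It predicts that genes set apart in both Confetti libraries lie near each other. Of 190 such genes, 58.42% had another within 5 Mb, but random sets gave a median of 62.1% and 856 of 1000 reached as large a share. Segments and other differences between the lines, such as transgenes or housing, cannot be told apart here, because each gene of a segment need not change its level.

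The labels state that the libraries of a run shared lanes. In all, 239 cell barcodes were shared between 2 libraries, at most 17 by 1 pair of libraries. Index hopping as the source of most of them was argued against by the profiles: 137 pairs of cells with a shared barcode correlated at a median of 0.582, against 0.580 for random pairs of cells of the same libraries and 0.906 for simulated copies, which hold UMIs of the same cell at the depth of its partner. Of the 137 pairs, 1 reached the lowest value of a copy (0.750), and random pairs reached up to 0.828. The 2 parts of a cell divided at random, which share no UMI and have less depth, correlated at 0.560 and were of no use for comparison.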
